A study of Saccharomyces cerevisiae with 72 samples. Its data were reported in "Repression of essential cell cycle genes increases cellular fitness" (2022).

How the data were processed

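RNA was measured by sequencing in 72 libraries of budding yeast, from 8 strains sampled at 0, 20 and 60 min after 1 uM estradiol, with 3 libraries per strain and time. The deposited values are TPM per gene, in 2 tables of 36 libraries, a yox1 table with the YOX1 and yox1-9A strains and a yhp1 table with the YHP1 and yhp1-13A strains. To make them, the authors aligned paired-end reads to the R64-1-1 genome with STAR 2.5.3a and counted exon fragments with featureCounts 1.5.2. For their own calls the authors fitted counts with DESeq2, shrank the changes with ashr and subtracted the change of a control strain. Counts were not used here, so those fits were not repeated.

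There are 6857 genes in the yox1 table and 6865 in the yhp1 table, with 6848 in both, after 4 empty lines per table were left out. Of 6874 identifiers, 5942 matched the reference annotation of the same genome build, which gave symbols and coordinates, and the others kept the name given in the tables. The libraries were grouped by strain and time per the labels, which number the replicates from 1 to 3. The labels call the replicates separate samples but do not say that they are separate cultures, so the p-values measure the spread between these samples, which may be technical. The TPM of each library sum to between 999743.6 and 999841.2 and read totals are not given in the sources used here, so the depth is unknown and its precision can be judged only from the spread between replicates. The labels and the methods of the study differ on whether RNA with poly-A tails was selected or depleted, so the level of RNA without such tails, such as rRNA, is uncertain. Strand of the library is not given in the sources used here either, so values of overlapping or antisense genes, of tandem repeats and of near-identical copies (histone, COS and subtelomeric helicase genes, for example) may hold reads of a neighbour or miss shared reads.

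All fits used the log2 of the deposited TPM plus a pseudocount of 1. Genes with a mean of at least 1 TPM over the libraries of a table were tested, 6255 in the yox1 table and 6230 in the yhp1 table. One linear model per table with its 12 groups was fitted with limma 3.58.1 in R 4.3.3, with moderated variances that follow the mean level. Adjusted p are two-sided and Benjamini-Hochberg adjusted over the genes of each contrast, and a gene is called where the adjusted p is under 0.05 and the absolute log2 difference above 0.58, the thresholds of the study. An induction value is the change of the inducible strain from 0 min minus the change of its control strain, which carries the same allele at its own promoter and the inducible promoter at the non-functional HO locus. In total 30 contrasts were fitted: 8 inductions, the response of the controls to estradiol, the differences between alleles, between times and between strains before estradiol, and the differences between Yox1 and Yhp1. The last kind used a joint fit of both tables over 6209 genes, in which each table supplies its own control and 0 min libraries, so that an offset between the tables cancels. Levels in TPM from the 2 tables were made separately and are set side by side without a test.

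Contrasts, thresholds, gene lists and the rule for named genes were fixed before the data were examined. Named genes are YOX1, YHP1 and HO, members of the gene lists, and per contrast the 15 lowest and 10 highest called genes. The other contrasts had no further check, but in the inductions and the 0 min comparisons the libraries of these genes may not overlap. In an induction all 3 libraries of the inducible strain then lie beyond all 3 of its 0 min libraries. For 3 libraries against 3, chance gives such a separation in 10% of genes. Of the 16 lists 1 is not reported here, although it counts in the adjustment and in totals of list tests. The others are the pre-replicative complex, genes with early cell cycle box (ECB) elements, the anaphase-promoting complex with the FEAR and MEN mitotic exit pathways (as the study compiled it from the literature), the CLB2 cluster, G1/S genes, histones, a-specific genes, pheromone-induced genes, condensin, cell wall proteins, stress response, ribosome biogenesis, ribosomal proteins, alpha-specific genes and mitochondrially encoded genes. The ECB list shares CDC6, MCM3, MCM5 and MCM7 with the first list, and the CLB2 cluster shares CDC20, SPO12, BNS1, DBF2, MOB1, TEM1 and CDC5 with the mitotic exit list. Some names of the cell wall list had been seen among the targets of the study, so that list is not independent of these samples. The paper also reports, from the same samples, that MCM2 to MCM7, CDC20, DBF2, FAR1 and mitotic exit genes were repressed. It reports condensin genes as unchanged. Results on these genes here are therefore no independent support for those of the paper.

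Each list was tested in the 8 inductions with camera of limma, two-sided, with the preset inter-gene correlation of 0.01 and adjustment over the 128 tests, and again with a correlation estimated from the residuals. Members called were also counted with p adjusted over the list alone. Overlaps of genes called lower at 20 or 60 min were tested with Fisher's exact test, one-sided, among the genes tested in both. Enrichment of the lists among the genes that differ between alleles or times used the same test. Fisher's exact test counts genes as independent, although related genes may change together in the same libraries. Its p-values therefore do not measure the spread between libraries. Groups that share a replicate number were checked for pairing. In the yhp1 table, libraries of 2 strains taken at the same time with the same number deviated together in 54 of 54 pairs (correlation across genes 0.34 to 0.82, median 0.60), so the numbers pair those samples. This comes from the data and not from the labels. In the yox1 table, 40 of 54 such pairs passed a correlation of 0.1. Values with a replicate block within each time are therefore given beside results of the yhp1 table where they change a call or move a count by over 1.5 times.

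The fit was tested on simulated data, with 100 genes changed at each size. Of genes changed by 1 on the log2 scale, 86% were recovered for Yox1 at 20 min with 7 false calls among 6255 genes, 80% for Yhp1 at 20 min with 7 among 6230 and 58% for the difference between Yox1-9A and Yox1 at 60 min with 3 among 6255. At a change of 2 the shares were 99%, 100% and 95%. Each simulated value was drawn independently, without the shared deviations seen between same-numbered libraries. The false calls therefore do not measure the error rate in the real libraries.

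The alternatives were a pseudocount of 0.1 or 5, a filter of 10 TPM or none, libraries shifted to a common median, no fold minimum, only the libraries of a contrast, a replicate block over all samples or within each strain, no subtraction of the control strain, and each library left out in turn. A replicate block within each time, replicate number 1 left out everywhere and overlaps without HO, YOX1 and YHP1 were chosen after seeing the data. In the Yox1-9A comparison at 60 min the median gene lies at 0.126, and the common median shifts it by 0.103, so higher calls there are read against that shift. Proteins, binding to DNA, cell cycle distribution and the deletion or double mutant strains of the study are not part of these tables and were not analysed here.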

Results

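The data are TPM from 72 RNA sequencing libraries of haploid MATa yeast grown asynchronously, in which the paralogous homeodomain repressors Yox1 and Yhp1 were induced from an estradiol-responsive promoter. Each repressor was induced as the wild type protein and as a form without its Cdk1 phosphorylation sites, Yox1-9A and Yhp1-13A. Every one of the 4 inducible strains has a control strain that keeps the same tagged allele at its own promoter and carries the inducible promoter at HO. Each of the 8 strains was sampled at 0, 20 and 60 min of 1 uM estradiol, with n = 3 libraries per strain and time. Between 6174 and 6301 genes exceeded 1 TPM in a library. Each library had a correlation across genes of 0.992 or more with its closest other library of the table, and read depth is not given in the sources used here.

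The first comparison asks how far the mRNA of each repressor rose. YOX1 mRNA, which codes for the repressor of genes bound by Mcm1, went from 30.7 TPM (SD 0.904) at 0 min to 1182 (66.1) at 20 min and 1046 (277) at 60 min in the Yox1 strain, and from 21.3 to 604 and 621 in the Yox1-9A strain. With the control subtracted this is a 27.5-fold rise for Yox1 at 20 min (log2 4.78, SE 0.27, adjusted p = 1.07e-13) and a 20.6-fold rise for Yox1-9A. YHP1 mRNA went from 22.1 TPM to 851 and 780 in the Yhp1 strain and from 21.2 to 846 and 820 in the Yhp1-13A strain, rises of 30.4-fold and 28.3-fold at 20 min. Before estradiol the inducible promoter gave less mRNA than the native one: YOX1 was lower by log2 -1.88 and -2.32 in the strains for Yox1 and Yox1-9A than in their controls, and YHP1 by -1.44 and -1.02 in the strains for Yhp1 and Yhp1-13A. The Yox1-9A strain held less YOX1 mRNA than the Yox1 strain at both 20 min (log2 -1.02, adjusted p = 0.00504) and 60 min (-0.71, adjusted p = 0.0445).

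**Figure D1:**
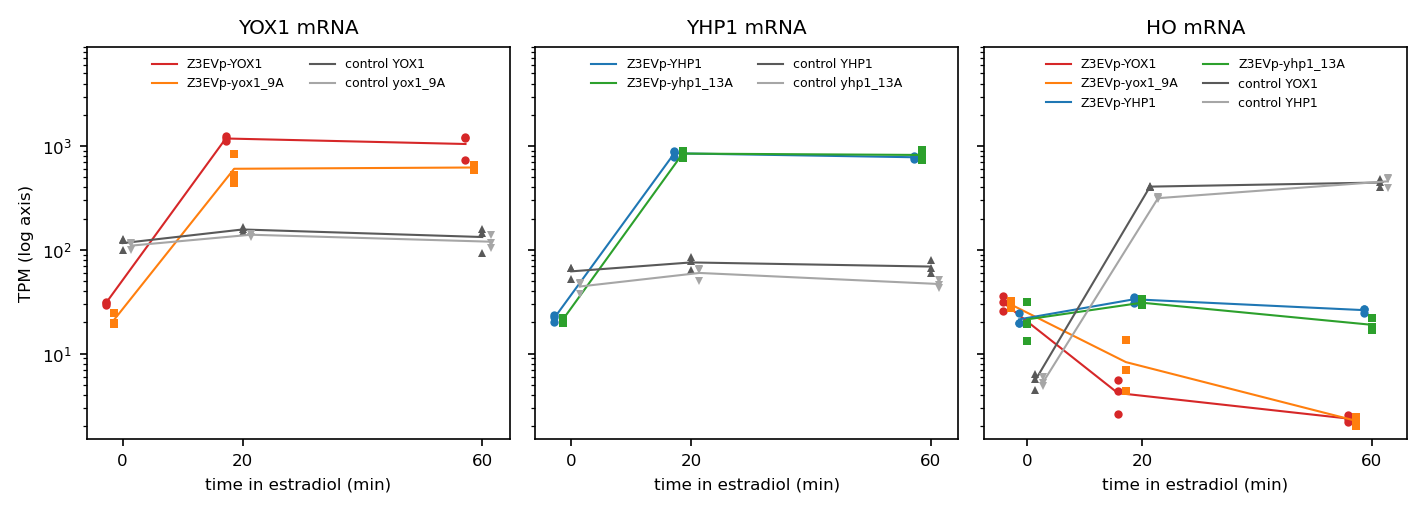
TPM (log axis) of YOX1, YHP1 and HO against time in estradiol (min), each point 1 library and each line the mean of 3, for inducible and control strains. YOX1 reaches 1182 TPM and YHP1 851 TPM at 20 min in the wild type inducible strains, while HO reaches 406 TPM in the control of Yox1 and is at 4.17 TPM in the Yox1 strain at 20 min.

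The next values are those of each repressor gene after induction of the other. YHP1 mRNA fell after induction of Yox1, 9.01-fold at 20 min (log2 -3.17, SE 0.40, adjusted p = 1.94e-06) and 9.30-fold at 60 min, and after Yox1-9A by log2 -2.80 and -3.39. YOX1 mRNA was not called after Yhp1 (log2 -0.34 at 20 min and -0.49 at 60 min) or after Yhp1-13A (-0.47 and -0.65). With the replicate block the last of these is called lower at -0.65. These cross effects were not tested against each other.

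HO, the mating type switching endonuclease, carries the inducible promoter in the control strains, and its mRNA there went from 5.50 to 406 and 445 TPM in the control of Yox1. The subtraction therefore carries this rise over, and HO is lower by log2 -8.65 with Yox1 and by -5.02 with Yhp1 at 20 min. Without subtraction HO, at its own promoter, still fell in the Yox1 strain by log2 -2.67 at 20 min and -3.24 at 60 min (31.1 to 4.17 and 2.37 TPM), and in the Yox1-9A strain by -1.85 and -3.24. In the Yhp1 strain the unsubtracted values turn to 0.63 and 0.29, and in the Yhp1-13A strain to 0.60 and -0.09. Where HO is counted among called genes, its subtracted value is meant.

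Induction of Yox1 asks which genes the protein lowers at once. At 20 min 150 genes fell and 10 rose among 6255, and the genes that fell furthest code for the a-factor mating pheromone, the replicative helicase and the cell wall. MFA2, an a-factor gene, fell 35.6-fold (log2 -5.15, SE 0.27, adjusted p = 1.93e-14), from 5223 to 122 TPM. MCM7, a subunit of the Mcm2-7 helicase, fell 24.3-fold, with MCM5 (log2 -4.25), MCM3 (-3.51) and MCM2 (-3.01) beside it. MCM7 ended at 1.18 TPM, close to the pseudocount of 1, so its fold in TPM plus 1 is not the fold in TPM. HSP150, a cell wall protein, fell 17.9-fold, and MSA1, an activator of G1 transcription, 14.8-fold. PIG1, a putative regulatory subunit of the phosphatase that acts on glycogen synthase, fell by log2 -3.51, CDC6, the helicase loader, by -3.33, HST4, a histone deacetylase, by -3.16, UTR2, a cell wall transglycosidase, by -3.05, and DBF2, a mitotic exit kinase, by -2.88. Besides YOX1 itself (log2 4.78), CWP1, a cell wall mannoprotein, rose by log2 1.06, YBR201C-A, a small gene next to MCM7, by 0.73 and ALP1, a basic amino acid transporter, by 0.69.

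At 60 min of Yox1, 149 genes fell and 23 rose. MFA2 (log2 -5.27), MCM7 (-4.05) and HSP150 (-3.98) stayed at the low end, joined by MFA1, the other a-factor gene, which fell 16.4-fold from 1272 to 71.6 TPM, by ELO1, a fatty acid elongase (-3.62), and by TIP1, a cell wall mannoprotein (-3.60). Genes of mating were among those that rose: AGA1, the anchor of the a-agglutinin, rose from 44.2 to 326 TPM (log2 2.43, SE 0.19, adjusted p = 2.08e-10), FUS1, needed for cell fusion, rose by log2 1.60, KAR4, a mating transcription factor, by 1.25, FIG1 by 1.25 and SST2, the pheromone desensitizer, by 1.18. TIR1 (1.90) and CWP1 (1.46), both cell wall mannoproteins, rose as well, and YOX1 itself stood at 4.84.

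Yox1-9A lowered most of the genes that Yox1 lowered. At 20 min 136 genes fell and 11 rose, led by MFA2 (log2 -4.58), MCM5 (-4.50), MCM7 (-4.39), MSA1 (-3.84) and PIG1 (-3.51), with HOF1, a cytokinesis protein, at -2.69. CWP1 rose by log2 1.27 (SE 0.27, adjusted p = 0.00309) and GUP2, a membrane protein, by 0.85. At 60 min 199 genes fell and 72 rose, with MFA2 at log2 -5.75, TIP1 at -4.12, PHO3, an acid phosphatase, at -3.69 and AGA1 at 2.86 (7.26-fold, 47.2 to 483 TPM). FUS1 (2.16), FRE4, a ferric reductase (1.87), and RTC3, a stress-induced protein of unknown role (1.70), rose too. Shifting the libraries to a common median takes the 60 min split to 251 lower and 52 higher. Of the 211 genes that fell with Yox1-9A at either time, 164 were among the 188 that fell with Yox1, where 6.34 would fall together by chance (Fisher's exact test, one-sided, p = 2.15e-251).

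**Figure D2:**
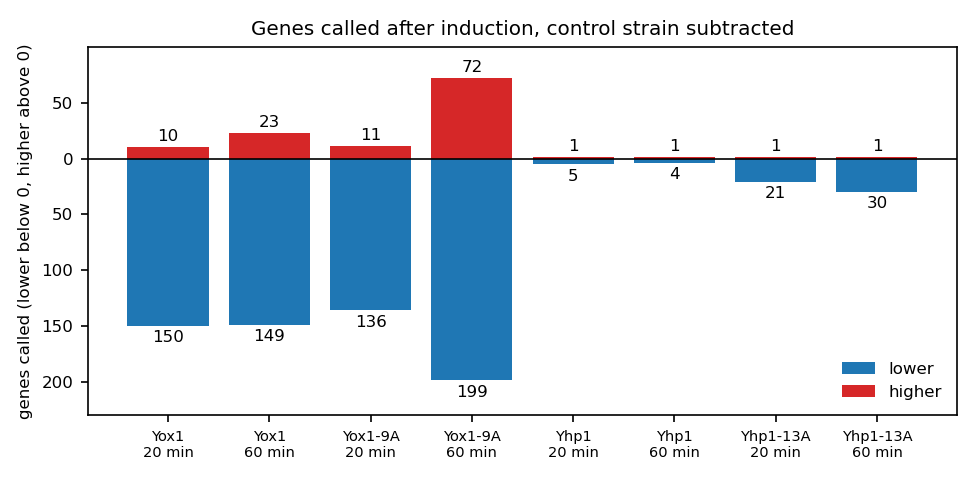
Number of genes called higher (above 0) and lower (below 0) after induction with the control strain subtracted, per repressor and time, 3 libraries per group. Counts lower run from 4 with Yhp1 at 60 min to 199 with Yox1-9A at 60 min.

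Genes of the Mcm2-7 helicase and its loader fell in all 4 Yox1 and Yox1-9A contrasts. Of the 15 members of the pre-replicative complex list, 7 fell with Yox1 and with Yox1-9A at both times: MCM2 to MCM7 and CDC6. The same 7 pass when adjusted over the list alone. TAH11, CDC45 and the ORC1 to ORC6 genes were not called, with log2 differences from -0.15 to 0.16 for the ORC genes at 20 min of Yox1. Tested as a list they give adjusted p = 5.19e-23 and 6.22e-20 for Yox1 and 3.19e-21 and 4.03e-14 for Yox1-9A, and all 4 hold with an estimated correlation (0.005 to 0.0278). Of the 6 ECB genes, 6 fell with Yox1 at both times and with Yox1-9A at 60 min, CLN3, the G1 cyclin, by log2 -1.69 at 20 min of Yox1 and SWI4, part of the SBF activator, by -1.89. With Yox1-9A at 20 min 5 fell, and SWI4 at -0.87 (adjusted p = 0.382) did not, although all 6 pass when adjusted over the list alone. The ECB list test gives adjusted p = 5.73e-45, 1.98e-36, 9.34e-41 and 1.68e-29, which hold with an estimated correlation.

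Genes of mitosis are covered by 2 lists that share members, and the lists were not tested against each other. In the CLB2 cluster, 12 of 23 members fell at 20 min and 6 at 60 min of Yox1, and 14 and 11 with Yox1-9A (13, 9, 15 and 11 adjusted over the list alone). The examples are DBF2 (log2 -2.88 at 20 min of Yox1), HOF1 (-1.69), BNS1 (-1.58), and CLB2, the mitotic cyclin (-0.93, and -1.58 with Yox1-9A). For the cluster the adjusted p are 3.82e-24, 6.36e-12, 2.66e-41 and 5.07e-15. At 60 min it is lost, with adjusted p = 0.0962 for Yox1 and 0.0509 for Yox1-9A with an estimated correlation. In the list of the anaphase-promoting complex, FEAR and MEN, 4 and 3 of 32 members fell with Yox1 and 5 and 6 with Yox1-9A (5, 4, 5 and 6 adjusted over the list alone). These are DBF2, BNS1, SPO12, a FEAR component, CDC20, the anaphase activator, which was not called at 60 min of Yox1, MOB1 with Yox1-9A and SLK19 with Yox1-9A at 60 min. The list test (adjusted p = 0.00358, 0.00401, 0.00358 and 0.0388) is lost throughout, with adjusted p = 0.56, 0.561, 0.56 and 0.707 with an estimated correlation. For Yox1-9A the test and the mean (-0.29 and -0.20) are below 0 while the median is 0.05 and 0.10, and at 60 min the preset call is also lost without replicate 3 of the 60 min control (adjusted p = 0.147).

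Genes of S phase entry and histone genes were tested at both times. Of the 23 G1/S genes, 5 fell with Yox1 at 20 min and 10 at 60 min, and 1 and 12 with Yox1-9A (6, 19, 3 and 13 adjusted over the list alone). GIC2, a Cdc42 effector, fell by log2 -1.77 at 20 min of Yox1, CLB6, an S phase cyclin, by -1.29, RNR1, the ribonucleotide reductase, by -0.73 and then -1.01, and MCD1, a cohesin subunit, by -1.15 at 60 min. For G1/S genes the adjusted p are 4.03e-17, 7.44e-31, 1.15e-09 and 2.12e-20. The call at 20 min of Yox1-9A is lost, with adjusted p = 0.16 with an estimated correlation. None of the 8 histone genes was called at 20 min of either form, and 7 fell at 60 min of Yox1 (8 adjusted over the list alone), from HHF1 at log2 -0.98 to HTA1 at -0.72, with HTB1 at -0.77 not called (adjusted p = 0.0631). The histone test gives adjusted p = 1.31e-19 there, and 8.56e-05 with an estimated correlation. With Yox1-9A at 60 min 0 were called, with a median of -0.37 and all 8 below 0 (adjusted p = 1.7e-06, and 0.018 with an estimated correlation). The test at 20 min gives 0.881 and 0.719.

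**Figure D3:**
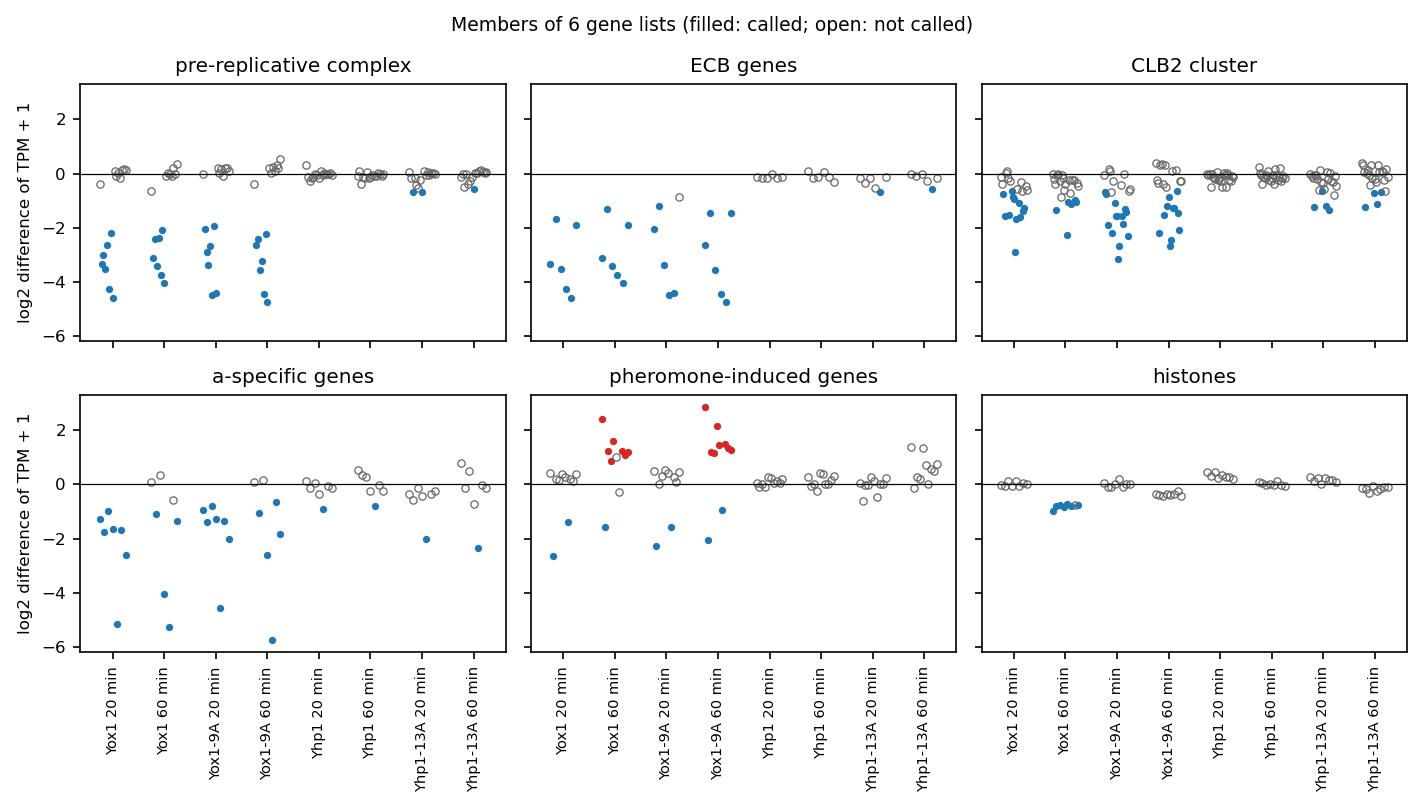
Log2 difference (TPM plus 1, control subtracted) of each member of 6 gene lists, 1 point per gene, per repressor and time, with filled points called (blue lower, red higher) and open points not called. With Yox1 and Yox1-9A, 7 of 15 members of the pre-replicative complex list lie under -1.90, and pheromone-induced genes are called higher at 60 min, 7 with Yox1 and 8 with Yox1-9A.

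Mating genes split in time. The 7 a-specific genes, which Mcm1 activates in MATa cells, all fell at 20 min of Yox1 and of Yox1-9A. With Yox1 these included STE6, the a-factor exporter (log2 -2.62), STE2, the receptor (-1.69), and BAR1, the protease that degrades alpha factor (-0.97). At 60 min 4 and 5 were called lower, and BAR1 (0.35) and AGA2 (0.08) were no longer below 0 with Yox1. The same counts pass when adjusted over the list alone, and the list test (adjusted p = 2.03e-37, 5.45e-15, 1.09e-33 and 9.18e-14) holds with an estimated correlation. Of the 10 pheromone-induced genes, 2 fell and 0 rose at 20 min of either form: FAR1, which arrests the cycle in G1, by log2 -2.63 with Yox1, and GPA1, the G protein alpha subunit that holds the pathway off, by -1.39. At 60 min 1 fell and 7 rose with Yox1 and 2 fell and 8 rose with Yox1-9A (1 and 8, 2 and 8 adjusted over the list alone), and FAR1 was still lower (-1.59 and -2.06). The list test points up at 60 min (adjusted p = 9.77e-10 and 1.08e-06, and 0.0112 and 0.041 with an estimated correlation), and gives 0.511 and 0.525 at 20 min, where the median (0.19 and 0.28) and the mean (-0.19 and -0.12) differ in sign. No alpha-specific gene was called with any repressor (3 measured, MF(ALPHA)2, STE3 and SAG1, 0 adjusted over the list alone), and their list test gave adjusted p of 0.268 or more.

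Cell wall genes fell as well. Of 17 cell wall genes, a list that is not independent of these samples, 10 fell and 1 rose at 20 min and 9 fell and 2 rose at 60 min of Yox1, and 9 and 1, then 12 and 2, with Yox1-9A (10 and 2, 10 and 2, 9 and 1, 12 and 2 adjusted over the list alone). HSP150, UTR2, YGP1 (log2 -2.19) and SED1 (-1.87) fell at 20 min of Yox1, while CWP1 rose in all 4 contrasts and TIR1 at 60 min. The call of CWP1 at 20 min of Yox1 (1.06, adjusted p = 0.0195) is lost without replicate 3 of the 0 min control (0.87, adjusted p = 0.099). The list test (adjusted p = 2.34e-23, 1.37e-22, 2.34e-23 and 1.73e-25) holds with an estimated correlation.

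Growth and stress genes moved little with Yox1. None of 15 ribosome biogenesis genes was called with any repressor (0 adjusted over the list alone). The list test gives adjusted p = 0.0271 at 20 min of Yox1, and 0.478 with an estimated correlation, 0.161 at 60 min, and 0.0829 and 0.446 with Yox1-9A. It is 0.00344 at 20 min of Yhp1, and 0.583 with an estimated correlation, and 0.615, 0.153 and 0.615 for the other Yhp1 contrasts, of which Yhp1-13A at 20 min passes with the replicate block (0.0123). Of 16 stress genes 1 fell at each time of Yox1, 0 and 1 with Yox1-9A (1, 2, 0 and 1 adjusted over the list alone): GSY2, a glycogen synthase, and at 60 min of Yox1 GLK1, a glucokinase. The test gives adjusted p = 0.119, 0.0138, 0.2 and 0.719, and the second is lost, with adjusted p = 0.593 with an estimated correlation. Of 132 ribosomal protein genes 0 were called with Yox1, and 1, RPL22B, rose with Yox1-9A at 60 min (log2 0.70, adjusted p = 0.000657), with adjusted p from 0.162 to 0.943 for the list. None of the 5 condensin genes was called in any induction (0 adjusted over the list alone), and the list test passes at 60 min of Yox1 (adjusted p = 0.0454, and 0.295 with an estimated correlation) and of Yhp1 (0.00906, and 0.337 with an estimated correlation, 0.0732 with the replicate block), with 0.372 or more elsewhere. Both condensin calls end when single libraries are left out, such as replicate 1 of the 60 min control for Yox1 (0.193) and replicate 2 of the 0 min control for Yhp1 (0.0502). Of the mitochondrially encoded genes 2 were measured, OLI1 and SCEI, and 0 were called. Their test gives 0.0355 at 60 min of Yhp1, and 0.181 with an estimated correlation, 0.0701 with the replicate block, and 0.118 or more elsewhere.

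After induction of Yhp1 few genes were called. At 20 min 5 genes fell and 1 rose among 6230, and at 60 min 4 fell and 1 rose. YHP1 itself is the gene that rose, and HO, whose value carries the rise of the control, is among those that fell. PIG1 fell by log2 -0.88 at 20 min (adjusted p = 0.00639). At 60 min PRY1, a secreted sterol-binding protein, fell 2.99-fold (log2 -1.58, SE 0.27, adjusted p = 0.0046) and NDL1, a dynein regulator, 2.05-fold (adjusted p = 0.000246). PIG1, with overlapping libraries, was named after its value was seen. The other 20 min calls rest on single libraries: without replicate 1 of the 20 min control MFA2 goes from -0.89 to -0.85 (adjusted p = 0.0618), NDL1 from -0.80 to -0.73 (0.0618) and YML119W from -0.72 to -0.67 (0.0618). MFA2 at 60 min (-0.80, adjusted p = 0.0471) is lost without replicate 1 of the 0 min control (adjusted p = 0.0917). In the fit with the replicate block 15 fell and 1 rose at 20 min and 24 and 1 at 60 min, among them NCA3 (-0.75), HSP150 (-0.61) and SED1 (-0.62) at 20 min.

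After induction of Yhp1-13A most of the called genes fell. At 20 min 21 fell and 1 rose, and at 60 min 30 and 1. PRY1 fell 4.30-fold at 20 min (log2 -2.10, SE 0.27, adjusted p = 1.51e-05) and 8.16-fold at 60 min, and MFA2 fell 4.05-fold, from 6732 to 1877 TPM, and then 5.07-fold. PIG1 (-1.82 at 20 min), WSC4, a cell wall stress sensor (-1.54), and KIN3, a mitotic kinase (-1.34), fell as well, and at 60 min YRO2, a membrane protein (-2.96), YGP1, a cell wall glycoprotein (-2.15), and SED1 (-1.64). MCM7 fell by log2 -0.68 and then -0.58, less far than with Yox1-9A (by -3.71 and -4.16 in the joint fit). The replicate block gives 38 lower and 2 higher at 20 min and 57 lower and 10 higher at 60 min.

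With Yhp1-13A some of the lists held called genes. Of 23 CLB2 cluster genes 4 fell at both times, CLB1, a mitotic cyclin (log2 -0.64 at 20 min), HOF1 (-1.20), KIN3 and BNS1 (-1.24), with 6 and 5 adjusted over the list alone and 6 and 5 with the replicate block. The list test gives adjusted p = 1.15e-26 at 20 min, and 0.00375 with an estimated correlation, and 6.4e-06 at 60 min, and 0.255 with an estimated correlation. BNS1 is the 1 member of the mitotic exit list called at either time (3 and 2 adjusted over the list alone, and 3 and 2 with the replicate block), with adjusted p = 0.00953 and 0.572 with an estimated correlation at 20 min, lost without replicate 2 of the 0 min control (0.392), and 0.0828 at 60 min. Of the pre-replicative complex MCM2 and MCM7 fell at 20 min and MCM7 at 60 min (2 and 1 adjusted over the list alone), with adjusted p = 3.94e-07 and 0.000819, and 0.152 and 0.369 with an estimated correlation. MCM7 is also the 1 ECB gene called (1 and 1 adjusted over the list alone), with 6.76e-10 and 0.000431, and 0.005 and 0.11 with an estimated correlation. MFA2 is the 1 a-specific gene called (1 and 1 adjusted over the list alone), with 4.75e-11 and 0.00101, and 0.0128 and 0.255 with an estimated correlation. With the replicate block 2 a-specific genes are called lower and 1 higher at 60 min, and the test gives 0.105. HSP150 fell at 20 min and HSP150, SED1 and YGP1 at 60 min among the cell wall genes, a list not independent of these samples (3 and 3 adjusted over the list alone, 3 and 4 with the replicate block), with 3.24e-08 and 1.67e-09, and 0.0123 and 0.00736 with an estimated correlation.

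The other lists gave no called member with Yhp1-13A in the fit without a block. For the pheromone-induced genes the counts adjusted over the list alone are 1 lower at 20 min and 4 higher at 60 min. The list test gives 0.533 and 5.46e-06, the second up and lost with an estimated correlation (adjusted p = 0.186), and with the replicate block FAR1 fell at 20 min (log2 -0.62) and AGA1 (1.38), FUS1 (1.36), SST2 (0.74) and FUS3 (0.71) rose at 60 min. G1/S genes give 0.351 and 8.42e-06, the second down and lost with an estimated correlation (adjusted p = 0.279), with 0 adjusted over the list alone. Histones give 2.39e-05 up at 20 min and 0.000207 down at 60 min, each lost with an estimated correlation (adjusted p = 0.11 and 0.172), with 0 adjusted over the list alone. Stress genes give 0.0362 and 0.00225, lost with an estimated correlation (adjusted p = 0.669 and 0.478), with 0 adjusted over the list alone and 2 lower with the replicate block at 60 min. Both turn direction without replicate 1 of the 0 min control (0.0228 and 0.476), and the first also without replicate 2 of the 0 min inducible strain (0.971). Ribosomal proteins give 3.46e-18 and 0.000113, up, with 0.0123 and 0.329 with an estimated correlation, medians of 0.08 and 0.07 and 0 called, and the second turns direction without replicate 2 of the 0 min control (0.726).

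With Yhp1 the lists show small shifts of whole groups. Ribosomal proteins lie higher at both times (medians 0.10 and 0.08, 0 of 132 called, adjusted p = 7.93e-26 and 5.25e-26, and 0.00344 for both with an estimated correlation), and histones at 20 min (median 0.31, 0 of 8 called, adjusted p = 3.66e-16, and 0.00249 with an estimated correlation), with 0.265 at 60 min. These values carry what the strains already differed by at 0 min, where the medians are -0.04 for ribosomal proteins and -0.11 for histones, with HTA2 lower in the Yhp1 strain (log2 -0.59, adjusted p = 0.000414), and 0.34 for stress genes. CLB2 cluster genes give 1.91e-06 at 20 min, lost with an estimated correlation (adjusted p = 0.221), and 0.18 at 60 min, with 0 of 23 called. G1/S genes give 0.000144, up, lost with an estimated correlation (adjusted p = 0.369), and 0.429. Stress genes give 7.33e-05, lost with an estimated correlation (adjusted p = 0.337) and without replicate 1 of the 0 min control (0.346), and 0.129 at 60 min, where the replicate block gives 2.29e-07 and 2 members called lower at each time. MFA2 is the 1 a-specific gene called at each time, with 0.00753, lost with an estimated correlation (adjusted p = 0.369) and without replicate 1 of the 20 min control (0.14), and 0.719. Cell wall genes give 0.0122, lost with an estimated correlation (adjusted p = 0.302) and without replicate 2 of the 20 min control (0.713), and 0.262 at 60 min (0.0439 with the replicate block), with 0 called and 2 and 3 called lower with the block. ECB genes give 0.0351, lost with an estimated correlation (adjusted p = 0.369) and without replicate 1 of the 0 min control (0.419), and 0.556. The pre-replicative complex gives 0.269 and 0.432, the pheromone-induced genes 0.375 and 0.0536 (0.000724 with the replicate block), and the mitotic exit list 0.407 and 0.0322, the latter lost with an estimated correlation (adjusted p = 0.661), with the replicate block (0.0873) and without replicate 2 of the 0 min control (0.298). Adjusted over the list alone, the counts are 1 a-specific gene at each time, 3 cell wall genes at 60 min and 0 elsewhere.

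Genes called lower with Yhp1 or Yhp1-13A were compared with those lower with Yox1. Of 34 genes lower with Yhp1-13A at either time, 33 were among the 188 lower with Yox1, where 1.03 would be by chance (Fisher's exact test, one-sided, p = 1.38e-50), and the exception is YOR314W, a dubious gene. All 6 genes lower with Yhp1, which are HO, MFA2, NDL1, PIG1, PRY1 and YML119W, were among them too (0.182 by chance, exact p = 7.13e-10), and the same 6 were lower with Yhp1-13A (0.0327 by chance, exact p = 1.66e-14). HO counts in each of these overlaps and their p, although its subtracted fall carries the rise of HO in the controls. Without subtraction HO changed by log2 0.63 and 0.29 with Yhp1 and by 0.6 and -0.09 with Yhp1-13A. HO is therefore no sign of a target shared with Yox1, and the overlaps rest on the other genes. In the blocked fit the share is lower: 53 of 64 genes lower with Yhp1-13A and 17 of 27 lower with Yhp1 were among the 215 lower with Yox1 (exact p = 2.45e-69 and 4.9e-19), and 18 of the 27 were lower with Yhp1-13A (exact p = 5.2e-31). YNL146C-A, YRO2, PHO3 and TPO3 are among the genes that Yhp1-13A lowered and Yox1 lowered as well.

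**Figure D4:**
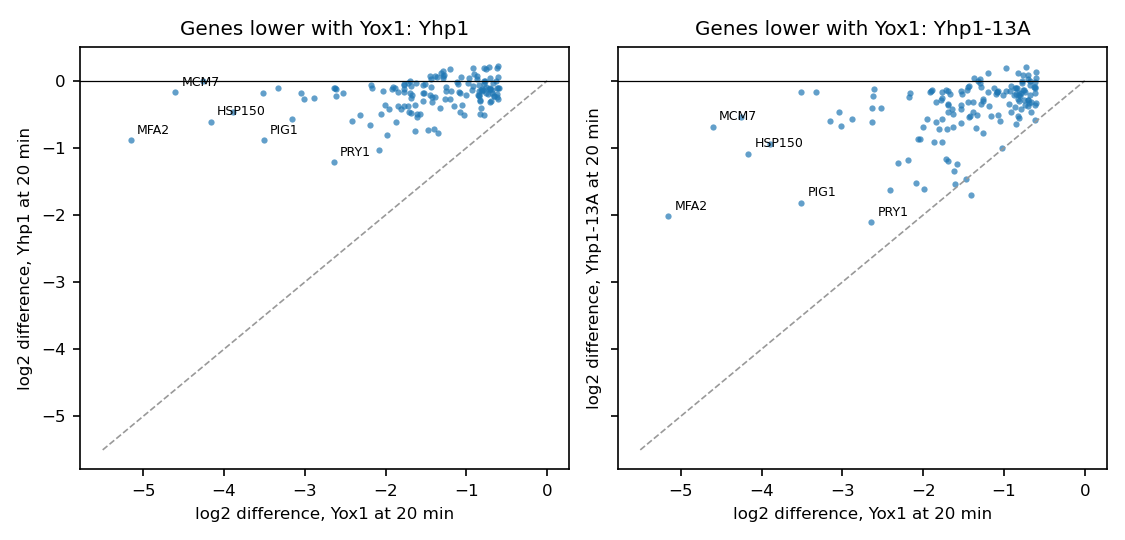
Log2 difference at 20 min (control subtracted) with Yhp1 or Yhp1-13A against that with Yox1, 1 point per gene called lower with Yox1 at 20 min, HO and YHP1 not drawn, and the dashed line marking equal change. MFA2 lies at -5.15 with Yox1, -0.89 with Yhp1 and -2.02 with Yhp1-13A, and PRY1 at -2.64, -1.21 and -2.10.

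The direct test of Yox1 against Yhp1 found 90 genes lower and 2 higher with Yox1 at 20 min among 6209, and 73 lower and 5 higher at 60 min. Among the genes that differed, MCM7 was lower with Yox1 by log2 -4.44 (SE 0.19, adjusted p = 4.81e-25), MFA2 by -4.27, MCM5 by -4.25 and CDC6 by -3.22 at 20 min, and at 60 min MFA1 by -3.80, ELO1 by -3.59 and TIP1 by -3.33. FIG2, a mating protein, was higher with Yox1 at 60 min by log2 1.09 (adjusted p = 0.00153) and GUP2 by 1.14. Between the forms without Cdk1 sites, 49 genes were lower and 2 higher with Yox1-9A at 20 min and 91 and 6 at 60 min, with MCM5 (-3.96), MCM7 (-3.71), MCM3 (-3.20) and STE6 (-1.79) at 20 min and ASH1 (-2.58) at 60 min. FIG2 (0.95) and TIR1 (2.05) were higher at 60 min. The replicate block raises the totals to 139, 146, 97 and 192.

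Forms with and without the phosphorylation sites were compared directly, and for Yox1 the strains also differ in YOX1 mRNA, which is lower with Yox1-9A (log2 -1.02 at 20 min and -0.71 at 60 min). This is not the protein dose, since the paper reports more protein from the mutant forms than from the wild type forms after induction. Between Yox1-9A and Yox1, 0 genes were called at 20 min by limma (74 with an unadjusted p under 0.05) and 14 at 60 min, all lower with Yox1-9A. PIR1, a cell wall protein, was 2.76-fold lower (log2 -1.47, SE 0.19, adjusted p = 8.81e-05), EGT2 2.39-fold, AMN1, an antagonist of mitotic exit, 2.17-fold, and SCW11, a wall glucanase, 2.07-fold, beside DSE4 (-1.20), DSE1 (-0.90) and CTS1, the chitinase (-0.81). MRH1, a membrane protein, was lower by log2 -1.96, PHO3 by -1.66 and FAA3, an acyl-CoA synthetase, by -0.86. The calls of RME1, DSE2, PRY3 and YHB1 are lost without replicate 1 of the 0 min Yox1 control (adjusted p = 0.0747, 0.0747, 0.0548 and 0.0969). Between Yhp1-13A and Yhp1, 0 genes were called at 20 min by limma (48 with an unadjusted p under 0.05) and 1 at 60 min, MFA2 (log2 -1.54, SE 0.23, adjusted p = 0.00214). With the replicate block 8 genes were lower at 20 min, MFA2, WSC4, YML119W, PIG1, PRY1, KIN3, NDL1 and BNS1, and 13 lower and 1 higher at 60 min, the last AGA1 (1.09). When libraries were regrouped within each time, 5 of 100 groupings gave as many genes at 60 min for Yox1-9A against Yox1 and 11 of 100 for Yhp1-13A against Yhp1, the real one counted. With the replicate block and exchanges within same-numbered pairs, 9 of 100 gave as many as the 8 genes at 20 min and 15 of 100 as many as the 14 at 60 min. Expressed from their own promoters in the controls at 0 min, the wild type and mutant alleles gave 0 called genes by limma for Yox1 and for Yhp1 (82 and 40 with an unadjusted p under 0.05), with PRY1 lower with Yhp1-13A (-0.80) in the replicate block. Each of these counts with an unadjusted p under 0.05 is smaller than a share of 0.05 of the tested genes, the share expected by chance. The counts are therefore no sign of a difference, and p-values of the fit without a block may be too large. The 0 calls do not show that the forms act alike.

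Between 20 and 60 min the Yox1 response itself changed. With Yox1 20 genes were lower and 13 higher at 60 min than at 20 min. TIP1 fell on by log2 -2.53 and MFA1 by -2.40 (SE 0.23, adjusted p = 1.33e-07), and 6 histone genes fell between the times, HTA1 by -0.85 and HTB2 by -0.80 (exact adjusted p = 2.08e-13 for the list). AGA1 rose by log2 2.03 and PRM1, a mating membrane protein, by 0.99, and several genes that had fallen came back up: AGA2 (1.37), BAR1 (1.32), STE6 (1.25), STE2 (1.13) and FAR1 (1.04). Of the pheromone-induced list 7 rose (exact adjusted p = 7.39e-17) and of the a-specific list 4 (5.22e-09). The exact p of this paragraph count genes as independent, although members of a list may change together, so they do not measure the spread between libraries. With Yox1-9A 51 were lower and 21 higher, with 5 cell wall genes (exact adjusted p = 1.94e-06) and 2 a-specific genes (0.0119) among the lower. PRY3 (log2 -1.37), PIR1 (-1.28) and TIP1 (-3.04) were lower, and AGA1 (2.35) and PRM1 (1.24) higher, with 7 pheromone-induced genes (3.75e-15), 3 a-specific genes (1.13e-05) and 2 CLB2 cluster genes (0.0208) among the higher. With Yhp1 and Yhp1-13A 0 genes were called by limma (144 and 199 with an unadjusted p under 0.05), and with the replicate block 12 were lower and 12 higher with Yhp1-13A. Here too 144 and 199 are smaller than a share of 0.05 of the tested genes, so they are no sign of a change.

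Many genes changed in the control strains after estradiol was added, which is the background that was subtracted. Libraries at 20 or 60 min without estradiol were not analysed here, so this change also holds time and handling. In the yox1 controls, 525 genes fell and 476 rose at 20 min and 59 and 176 at 60 min, and in the yhp1 controls 706 and 460, then 244 and 229. TDH1, a glycolytic dehydrogenase, rose by log2 5.07 and 6.57 at 20 min, ENO1, an enolase, by 3.57 and 3.76, and DDR2, a stress gene, by 3.54 and 2.79, while DBP2, a helicase of ribosome biogenesis, fell by -2.83 and -3.80, HXT1, a low-affinity glucose transporter, by -2.78 and -2.97 and OLE1, the fatty acid desaturase, by -2.35 and -2.91. All 16 stress genes rose at 20 min in the yox1 table and 10 in the yhp1 table (12 and 6 at 60 min), and all 15 ribosome biogenesis genes fell at 20 min in both (2 and 7 at 60 min). The same counts pass when adjusted over the list alone. Fewer genes were called at 60 min, when HXT4, a high-affinity glucose transporter, stood at log2 2.93 and 1.95 and URA3, the marker placed beside the inducible promoter at HO, at 2.29 and 2.30 (110 to 546 TPM in the control of Yox1 and 97.9 to 481 in that of Yhp1).

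Before estradiol the inducible and control strains already differed in a few genes. For Yox1 3 were lower and 4 higher, for Yox1-9A 8 and 12, for Yhp1 4 and 5 and for Yhp1-13A 4 and 5. HO is behind the inducible promoter in the controls and behind its own in the inducible strains. It was higher in all 4 inducible strains, by log2 2.30, 2.39, 1.82 and 1.63. Like YOX1 or YHP1 in the inducible strains, HO is thus a gene that the constructs themselves alter. With the Yox1-9A strain ELO1 was higher by log2 1.14 (SE 0.12, adjusted p = 9.38e-07), a gene that induced Yox1-9A lowers, and ENA1, a sodium pump, was higher by 0.79 in the Yox1 strain. Both Yhp1 strains differed from their controls in COS8 (4.38 and 4.04) and YHL050C (2.49 and 2.14), members of subtelomeric families, and in ERG10, of sterol synthesis (-0.65 and -0.68), and the Yhp1-13A strain in PRY1 (1.17). With the replicate block 9 were lower and 24 higher for Yhp1 and 6 and 17 for Yhp1-13A. A common median takes the split for Yox1-9A to 6 lower and 16 higher and that for Yhp1 to 8 and 4.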

Values the study reported

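The paper reports that estradiol made Yox1 and Yhp1 protein detectable within 20 minutes, with the highest level by 60 minutes. It reports that many genes went down within 20 minutes and very few went up. According to the paper all 28 genes first described as targets from the double deletion strain were on that list, as were 14 of 16 genes found by comparing the phosphomutant with the deletion. It searched the promoters of 332 regulated genes for motifs and reports that those of Yox1, Fkh2 and Mcm1 were enriched.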

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

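The regroupings of libraries and the 4 tests of explanations in this part were chosen after the results had been seen, as tests of them.

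A difference between groups, tested as such, marks each result here. Between Yox1-9A and Yox1 14 genes differed at 60 min, between Yhp1-13A and Yhp1 1 gene at 60 min, between 60 and 20 min of Yox1 33 genes and of Yox1-9A 72 genes. Between Yox1 and Yhp1 92 genes differed at 20 min and 78 at 60 min, and between Yox1-9A and Yhp1-13A 51 and 97.

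The first pattern weighed is the rise of pheromone-induced genes at 60 min with Yox1 and Yox1-9A. Alpha cells in the cultures are argued against, since the highest upper 95% limit of an alpha-specific gene is a log2 difference of 0.56, and MF(ALPHA)1, the most abundant alpha-factor gene in alpha cells, does not exceed 0.864 TPM in the yox1 table. Libraries with replicate number 1 are argued against, since without them 7 of 7 members are still called with Yox1 and 8 of 8 with Yox1-9A. No biological explanation was tested, and lower GPA1 mRNA at 20 min, known before the question was raised, is no test of one.

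The second pattern is HO. In the Yhp1 strains the rise of HO in the controls could account for all of its subtracted fall, since the lowest unsubtracted change is -0.09. In the Yox1 strains that rise is not the whole cause, since the unsubtracted changes are -1.85 or below.

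Other groupings of the same libraries within each time gave as many called genes, the real grouping counted, in 4 of 100 for Yox1 at 20 min (160 genes, highest other 200), 8 at 60 min (172, 798), 6 and 6 for Yox1-9A (147, 1185 and 271, 456), 7 and 5 for Yhp1 (6, 213 and 5, 8), and 4 and 6 for Yhp1-13A (22, 84 and 31, 257). For estradiol in the controls it was 1 of 100 in each case (1001 with 575 the highest other, 235 with 112, 1166 with 631 and 473 with 168). These shares are not adjusted over the contrasts, and no groupings within same-numbered pairs were made for Yox1, Yox1-9A or estradiol. Chance is thus put under 0.05 for Yox1 at 20 min, for estradiol and for Yhp1-13A at 20 min only by groupings that ignore the pairing. For the others it is not excluded by this count, but 5 of the 7 other groupings as large for Yox1 at 60 min, 3 of 5 and 5 of 5 for Yox1-9A, 4 of 6 and 4 of 4 for Yhp1 and 4 of 5 for Yhp1-13A at 60 min keep the real groups whole at 1 of the times and so still hold part of the real contrast. Among the 32 groupings that part the same-numbered pairs of the yhp1 table the highest others are 10, 6, 21 and 25, leaving out those that exchange all strains at 1 time (40, 23, 41 and 40). With those and the real one counted, 3, 4, 2 and 2 of the 32 give as many genes. A grouping that exchanges all strains at 1 time still holds the whole strain difference and gave as many genes in all 4 inductions. With the real one this makes 2 of the 32, so a share under 0.05 was out of reach and the count cannot decide on chance. Leaving it out, the real counts exceed the highest others for Yhp1-13A (22 and 31) and not for Yhp1 (6 and 5).

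For Yox1-9A against Yox1 the counts are 100 of 100 at 20 min (0 genes, highest other 1356) and 5 at 60 min (14, 2198), and for Yhp1-13A against Yhp1 100 (0, 815) and 11 (1, 707), so chance is not excluded for the differences at 60 min as counts. Nor is it for Yhp1-13A against Yhp1 when alleles are exchanged within same-numbered pairs, where 17 of 100 give as many at 60 min (highest other 5), and with the replicate block 9 at 20 min (8 genes, highest other 15) and 15 at 60 min (14, 25). Groupings that call many times more genes than the real one point to a structure of the samples, and for these differences alleles were exchanged only within inducible or within control libraries of a time. Between the times they are 11 for Yox1 (33, 345), 14 for Yox1-9A (72, 513), 100 for Yhp1 (0, 8) and 100 for Yhp1-13A (0, 40), and all 10 and all 13 of the others as large for Yox1 and Yox1-9A keep a time whole in 1 strain. For Yox1 against Yhp1 they are 9 (92, 154) and 12 (78, 883), and for Yox1-9A against Yhp1-13A 14 (51, 1153) and 12 (97, 958), with 8 of 8, 10 of 11, 12 of 13 and 10 of 11 of the others as large keeping real groups whole. The 0 min comparisons allow 10 groupings, too few for a share under 0.05: 7 genes for Yox1 (highest other 0, as many in 1), 20 for Yox1-9A (0, 1), 9 for Yhp1 (0, 1), 9 for Yhp1-13A (156, 2), and 0 for both pairs of alleles at their own promoters (0 and 265, 10 each).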

How the results depend on the processing

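Directions of called values held almost throughout. A change of direction was counted as a reversal only where the value passed the threshold in the main fit or in the alternative. Of 11504 values of named genes under the alternatives, 11033 kept their side of the threshold without such a reversal, 463 kept direction but missed the threshold, 5 newly passed it and 3 reversed, and of 2176 list tests 1999 kept their side without a reversal, 112 missed the threshold, 61 newly passed and 4 reversed. Of 128 list tests 73 passed with the preset correlation, and an estimated one ends 37 of these. The reversed values are HO without subtraction (0.63 and 0.29 with Yhp1, 0.60 with Yhp1-13A at 20 min), which the rise of HO in the controls accounts for, the stress list with Yhp1-13A (at 20 min adjusted p = 0.0228 without replicate 1 of the 0 min control and 0.971 without replicate 2 of the 0 min inducible libraries, within a range of 8.74e-07 to 0.971, and at 60 min 0.476 without replicate 1 of the 0 min control, within 7.76e-08 to 0.476), and ribosomal proteins with Yhp1-13A at 60 min (0.726 without replicate 2 of the 0 min control, within 8.49e-17 to 0.726). For these lists the cause was not tested. Depth is unknown and limits what a value of 0 called genes can exclude.

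The counts that moved by over 1.5 times are these, with the cause not tested unless named. A pseudocount of 0.1 gives 2 genes for Yhp1-13A minus Yhp1 at 60 min and one of 5 gives 149 for estradiol in the yox1 table at 60 min. A common median gives 2 for Yhp1-13A minus Yhp1 at 20 min and 1 for Yhp1-13A between the times. No fold minimum, by construction, gives 417 for Yox1-9A at 60 min, 3215, 1990, 3587 and 3134 for estradiol and 25, 37, 23 and 24 for the 0 min strains. Only the libraries of the contrast, with fewer residual degrees of freedom, gives 2, 2, 4 and 2 for the 0 min strains, 3 for Yhp1 and 11 for Yhp1-13A at 20 min and 25 for Yox1-9A minus Yhp1-13A at 20 min. No subtraction, which adds the response to estradiol, gives 1088, 576, 1186, 856, 1003, 416, 1032 and 450 for the inductions in the order Yox1, Yox1-9A, Yhp1, Yhp1-13A.

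A replicate block over all samples gives 48 for Yhp1-13A at 60 min, 1 and 3 for Yhp1-13A minus Yhp1, 9 for Yhp1-13A between the times and 1 for its own promoter. A replicate block within each strain gives 22 for Yox1-9A minus Yox1 at 60 min, 1 and 3 for Yhp1-13A minus Yhp1 and 7 for Yhp1-13A between the times. The replicate block within each time gives, for the yhp1 table, 16, 25, 40 and 67 for the inductions of Yhp1 and Yhp1-13A, 8 and 14 for their difference, 24 for Yhp1-13A between the times, 33 and 23 at 0 min, 1 for the own promoters, 139, 146, 97 and 192 for the differences from Yox1 and 53, 17 and 18 for the overlaps. The values beside the results of the yhp1 table are from this block, and it moved no other count there by over 1.5 times. In the yox1 table, where most same-numbered pairs also passed 0.1 (40 of 54 pairs of strains at a time and 30 of 36 pairs of times), it gives 13 for the Yox1 strain at 0 min and 1 for the own promoters. The paper took samples before and after estradiol, so same-numbered libraries of a strain may come from 1 culture. The main fits ignore this, and the block within each strain allows for it. Replicate number 1 left out everywhere gives 1 and 25 for Yox1-9A minus Yox1, 14 and 64 for the Yox1 and Yox1-9A strains at 0 min, 3 for the own promoters, 3 for Yhp1 at 20 min, 0 for Yhp1-13A minus Yhp1 at 60 min and 1 for its own promoter.

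Leaving out 1 library at a time gives 10 to 22 for Yox1-9A minus Yox1 at 60 min, 5 to 12 and 6 to 26 for the Yox1 and Yox1-9A strains at 0 min, 3 to 7 and 4 to 8 for Yhp1, 0 to 2 for Yhp1-13A minus Yhp1 at 20 min and 0 to 1 for Yhp1-13A between the times. All other counts stayed within 1.5 times.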

Other observations

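The 4 tests in this part were written down before their results were seen, and the comparison of times in the last of them and that of the strains without 0 min libraries were chosen after. Genes that Yox1 lowers are often neighbours that share an upstream region. Of 72 pairs of neighbours that face apart and hold at least 1 gene lower with Yox1 at 20 or 60 min, both are lower in 18 (25%), against 10 of 263 pairs in other orientations (3.8%, Fisher's exact test p = 3.31e-07). PIG1 with MCM5 (log2 -3.51 and -4.25 at 20 min, 525 bp apart), ELO1 with CDC6 (-1.90 and -3.33), EIS1 with HOF1 (-1.96 and -1.69), IAH1 with RGA1 (-1.77 and -1.52) and TPO3 with TDA6 (-1.77 and -2.32) are such pairs. This fits the hypothesis that a repressor bound between such genes may act on both, although the pairs are not independent of the gene order of the histones and other co-regulated genes.

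Genes that Yox1 lowered at 20 min were also slightly lower with Yhp1: of 148 such genes 124 lay below 0 at 20 min, with a median log2 difference of -0.17 (p = 0.000304 by limma's camera with an estimated correlation), and 135 at 60 min (-0.20, p = 0.00148). By the same test of limma, again with an estimated correlation, Yhp1-13A gave 137 at 20 min (-0.31, p = 7.47e-09) and 132 at 60 min (-0.29, p = 3.21e-08). These values subtract the 0 min libraries, in which the same genes lie higher in the inducible strains (medians of 0.15 and 0.10). Between the strains at 20 min, with no 0 min libraries, the median is -0.04 for Yhp1 (p = 0.012 with an estimated correlation) and -0.24 for Yhp1-13A (p = 2.39e-07 with an estimated correlation). At 60 min these are -0.06 (99 of 148 below 0, p = 0.00972 with an estimated correlation) and -0.21 (p = 1.4e-07 with an estimated correlation). How much of the shift with Yhp1 comes from the difference at 0 min thus stays open, while that with Yhp1-13A is not accounted for by it.

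Less Yox1 before estradiol could leave its targets higher at 0 min. Taking the genes lowered by one form and testing them in the strain of the other, the medians are 0.16 in both, with 109 of 134 and 111 of 148 above 0, but with an estimated correlation p = 0.13 and 0.0152 by limma's camera, so the question stays open. By the same test, with a correlation estimated again, the Yhp1 strains, with YOX1 at its own promoter, show medians of 0.15 (p = 0.0726) and 0.10 (p = 0.0274) for the same genes, which a shift unrelated to Yox1 would also give.

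The core TAATTA of homeodomain sites stands within 500 bp upstream of 57 of 184 genes lower with Yox1 (31.0%) and of 24.5% of other genes, an odds ratio of 1.38 (Fisher's exact test p = 0.0556, 0.402 adjusted over 8 words of the same composition), so no enrichment of this word was shown. It stands upstream of 51 of 147 genes lower at 20 min (34.7%) and 6 of 37 lower at 60 min only (16.2%, exact p = 0.0303), but also of 7 of 21 genes higher at 60 min (33.3%). The paper reports enriched Yox1 motifs in the promoters of its own gene set, by a scan with curated motifs. A test of 1 short word cannot speak against that.

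RDN5-1, one of the repeated 5S rRNA genes, was higher in all inducible strains at 0 min (512, 264, 258 and 331 TPM in the order Yox1, Yox1-9A, Yhp1, Yhp1-13A) than in their controls (131, 88.2, 113 and 92.0), with the difference called for Yhp1-13A (log2 1.82, adjusted p = 0.0109, lost without replicate 2 of the inducible strain, adjusted p = 0.0815) and, with the replicate block, also for Yhp1 (1.14, adjusted p = 0.0199). This RNA has no poly-A tail, and the sources differ on whether such tails were selected or depleted, so its TPM is not a measure of its amount.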
